A study of Mus musculus with 46 samples. Its data were reported in "Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption" (2016).

How the data were processed

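RNA from the BNST of 46 adult male C57BL/6J mice was hybridized to Affymetrix oligonucleotide arrays for mouse genes, with 1 mouse per array and none pooled. Mice had received 4 cycles of ethanol vapor (CIE) or air (Ctrl) and were collected 0 h, 8 h, 72 h or 7 d after the last session. CIE mice received ethanol (1.6 g/kg) with pyrazole (1 mmol/kg) and Ctrl mice saline with pyrazole. Groups were taken from the treatment and time that the labels give for each array.

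The values used were the deposited log2 probeset intensities. The authors corrected the background and normalized the arrays by RMA with quantile normalization within each hybridization batch, quantile normalized all arrays together again and removed the hybridization batch with ComBat. The versions of these tools, the hybridization batch of each array and the covariates kept in ComBat were not given in the sources used here, so batch could not be tested as a term, and no within-batch value can be given. ComBat removes batch differences before the test, so the degrees of freedom of the test do not count the batches that were estimated, and where groups were unevenly spread over batches a part of a group difference could have been removed or added. The authors put treatments and times in random order for processing to limit this, but the spread over batches that resulted could not be checked here. Repeated quantile normalization pulls arrays to one distribution, so a shift of most genes in one direction would not be seen. The table had 45037 probesets with values from 2.68 to 14.4, 0 missing values and 0 arrays with values identical to another. The median residual SD was 0.135. Signal over background was not given per probeset, so no probeset was called absent, and precision is limited by the number of arrays.

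Gene names came from the platform annotation table, in which 34945 probesets had 1 gene symbol, 932 several and 9160 none. Probesets with several symbols or none were tested and not named. The representative probeset of a gene was the one with the highest mean log2 value among those with exactly that 1 symbol, which gave 18193 genes, 9010 of them with more than 1 probeset. Other probesets were checked for 131 called pairs of gene and time. These leave out the CIE effects given for Htra1 and Txnip at 0 h and 8 h and for Aox1 and Aass at 8 h. Of the 131 checked pairs, 70 had further probesets, 28 had another called in the same direction, 0 one called in the opposite direction and 7 one of opposite sign that was not called (Fkbp5, Sfpq and Smarce1 at 0 h, Cebpd and Fbln5 at 8 h, Rreb1 and Syn2 at 72 h). For Smarce1, Cebpd and Fbln5 these were all of the further probesets.

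A linear model of 8 group means was fitted to all 46 arrays with limma 3.58.1 in R 4.3.3 (lmFit, eBayes; 38 residual and 3.94 prior degrees of freedom), so that all groups share an estimate of the spread. CIE was compared with Ctrl at each time, two-sided, and p values were adjusted by Benjamini-Hochberg within each comparison, with an adjusted p of 0.01 or less as the threshold. The moderated F test was used over the 4 comparisons, over the change of the CIE effect between times and over the 4 Ctrl groups. Overlaps of called probesets were tested with a two-sided Fisher's exact test, adjusted over 3 pairs. All adjusted p values of genes and lists are from limma.

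Before the data were examined, 30 gene lists with 653 members were written from general knowledge, covering stress and hormone responses, immunity, metabolism, RNA and protein handling, neuronal signalling and markers of cell types that the tissue or its neighbours hold; 601 members were measured. Lists were tested with camera at a preset correlation between genes of 0.01, adjusted over the 30 lists and 4 times together, with an adjusted p of 0.05 or less as the threshold. Each test was repeated with a correlation estimated for the list, and with fry, which tests whether the members of a list move on balance in one direction without comparing them with other genes. List calls said to hold or to be lost refer to the estimated correlation unless fry is named. List tests on the Ctrl time course, the CIE time course and the change of effect were adjusted within each of these 3 families. Members were also counted with p values adjusted over the list alone. Of 120 tests of a list at a time, 19 had a mean, median and test that differed in sign, and 0 of these were called.

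The rule for the genes to be named was also fixed before the data were examined. It took at each time the 12 largest rises and falls among called representative probesets, up to 4 of the largest called members of each list or, where none passed, the 2 with the smallest p, the 10 smallest p where fewer than 10 passed, 26 fixed genes, and the 10 smallest p for the change of effect and for the Ctrl time course. Of the fixed genes 24 had a representative probeset. After values were seen the rule was narrowed in 2 ways: list members that did not pass were left out unless another part of the rule took them, and a fixed gene called at no time was kept only at the time of its smallest p.

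The tests were tried on simulated data with the spread of the real probesets and 200 changed of 45037. At a log2 change of 0.5, 84% were recovered at 0 h, 81% at 8 h, 80% at 72 h and 67% at 7 d, with 1, 2, 1 and 1 false calls, and 86% for the Ctrl time course with 4 false calls. A list shifted by 0.3 at 8 h was called, with 1 other call. The simulation was matched to the spread of probesets, and no match to the correlation between genes is claimed. Its false calls may thus be too few for the real arrays. With group labels reassigned among the real arrays, up to 35, 17, 186 and 2 probesets were called at the 4 times. For the Ctrl time course the highest such count was 1258. Alternatives fixed before the data were examined were alignment of array medians, repeated quantile normalization, the first 2 principal components of the residuals as covariates, array weights, trended and robust moderation, leaving out the dimmest 40% of probesets, 1 probeset per gene, an adjusted p of 0.05, a fit of the 2 groups alone, an estimated correlation, fry, the mean of all probesets of a gene, and leaving out each array in turn. Components of the residuals are uncorrelated with the groups by construction. As covariates they lower the residual spread and leave the group differences unchanged, so a higher count with them is no check of robustness. Chosen after seeing the data were subtraction of the first 2 residual axes from the values, leaving 72 h out of the F tests, and CIE at 72 h against the mean of the other Ctrl groups. Group labels were also reassigned in 100 splits per comparison, and correlations across arrays were tested with 1e+05 permutations.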

Results

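Gene expression was measured in the BNST (bed nucleus of the stria terminalis), a forebrain region of the extended amygdala, in adult male C57BL/6J mice. Mice received 4 cycles of chronic intermittent ethanol vapor (CIE) or of air (Ctrl), each of 4 days with 16 hours per day in the chamber and 7 days of abstinence between cycles. Tissue was collected 0 h, 8 h, 72 h or 7 d after the last session. There were 46 arrays, each from 1 mouse, with 24 Ctrl and 22 CIE mice; each group of treatment and time held 6 mice except CIE at 7 d, which held 4, fewer than the study describes for that group, for a reason not known here. All mice had received pyrazole, an inhibitor of alcohol dehydrogenase, so the Ctrl group is a control for vapor and not an untreated animal. The deposited log2 values of 45037 probesets had array medians between 6.78 and 6.83, and the correlation of any 2 arrays lay between 0.981 and 0.998. Arrays give no count of molecules, so it is the number of mice per group that limits the precision of each value.

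The question at each time was which genes differed between CIE and Ctrl mice as ethanol left the brain and withdrawal went on. In the fit to all arrays most called probesets were found at the end of exposure, and the largest rises there were in genes that glucocorticoids induce. The order of 0 h and 72 h turned with array weights (970 at 0 h, 1151 at 72 h) and with the 2 groups alone (287 and 404). Fewer probesets passed at 8 h, those that passed at 72 h shared 6 with 0 h and 3 with 8 h, and none was detected at 7 d. At 0 h 1079 probesets passed an adjusted p of 0.01, of which 471 rose and 608 fell in CIE. At 8 h 251 passed (151 rose, 100 fell), at 72 h 195 passed (137 rose, 58 fell), and at 7 d limma called 0, with 2226 at an unadjusted p under 0.05. Changes were mostly small: 25 of the called probesets at 0 h, 8 at 8 h and 7 at 72 h differed by more than 2-fold, and the median size of a called change was 0.33, 0.37 and 0.43 on the log2 scale. Genes were also counted by their representative probeset alone, with p values still adjusted over all probesets. By this count 563 genes passed at 0 h (282 rose, 281 fell) and 135 at 8 h (81 rose, 54 fell). At 72 h 125 genes passed (85 rose, 40 fell). The F test over the 4 times called 1280 probesets.

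**Figure D1:**
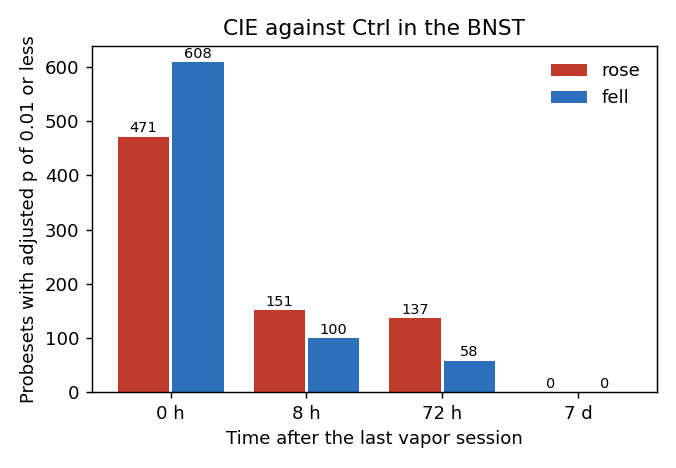
Number of probesets (vertical axis) called at an adjusted p of 0.01 or less when CIE was compared with Ctrl, by time after the last session (horizontal axis), with rises in red and falls in blue. The counts go from 471 rises and 608 falls at 0 h to 0 at 7 d.

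Directly after the last session the largest rise was in Plin4, which codes for a lipid droplet coat protein, at 10.20 ± 0.30 in CIE (SD, n = 6) against 7.69 ± 0.40 in Ctrl (SD, n = 6), a 5.71-fold difference. Cdkn1a, the cell cycle inhibitor p21, followed at 4.78-fold, and every CIE mouse lay above every Ctrl mouse for both genes. The largest fall was in Fcrls, a receptor of microglia, which was 2.46-fold lower in CIE (log2 change -1.30, SE 0.080), also without overlap between the groups. Hes5, a repressor that Notch signalling induces, fell by 0.90 and the immediate early gene Fos fell by 0.74 on the log2 scale, both beyond the range of the 6 Ctrl mice in 6 of 6 CIE mice.

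Glucocorticoid-responsive genes had the smallest adjusted p of the 30 lists at 0 h. Of 26 measured members 17 rose, 0 fell and 9 did not pass (19 rose when adjusted over the list alone), and the mean log2 change was 0.70 (adjusted p = 3.4e-38, and adjusted p = 0.000660 with an estimated correlation). Besides Plin4 and Cdkn1a these included Arrdc2, an arrestin-domain protein, at a log2 change of 1.57 (SE 0.16, adjusted p = 3.74e-09), Pdk4, a kinase that restrains pyruvate oxidation, at 1.10 (SE 0.14, adjusted p = 7.04e-07), Fkbp5, a co-chaperone of the glucocorticoid receptor, at 0.97 (SE 0.079, adjusted p = 1.39e-11), and the kinases Sgk3 at 1.06 and Sgk1 at 0.67. Tsc22d3, also called Gilz, rose by 0.50. The mean of the list was above every Ctrl mouse in 6 of 6 CIE mice. Other large rises were in Ada, adenosine deaminase, at 1.48 (SE 0.16, adjusted p = 3.96e-08), Gabrr2, a rho subunit of GABA receptors, at 1.19, Hmgb2, a chromatin protein, at 1.05, and Gm19439 at 1.00.

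MHC class I genes rose by 1.06 (SE 0.19, adjusted p = 0.000203) for H2-K1 and 0.99 (SE 0.19, adjusted p = 0.000612) for H2-D1, the 2 of 12 members of the antigen presentation list that passed (4 rose when adjusted over the list alone). B2m, their light chain, had a log2 difference of 0.45 that did not pass (adjusted p = 0.0158). That list had a mean log2 change of 0.44 and the interferon-stimulated list, with 0 of 28 members called and 1 rising when adjusted over the list alone, of 0.25. Both were called as higher (adjusted p = 8.11e-05 and 1.17e-05) and neither call held (adjusted p = 0.523 and 0.566 with an estimated correlation). Of 24 NF-kB and cytokine genes, Nfkbia, Cebpd and Cebpb rose by 0.51, 0.56 and 0.35 and Tnfaip3 fell by 0.40, and the list as a whole was not called (adjusted p = 0.763; 3 rose and 3 fell when adjusted over the list alone). In the clock list Ciart and Tef rose by 0.63 and 0.42 (2 of 19 members, 4 when adjusted over the list alone; list adjusted p = 0.0264, and adjusted p = 0.566 with an estimated correlation). Among neuropeptide and receptor genes of the BNST the kappa opioid receptor gene Oprk1 and Npy2r rose by 0.45 and 0.32 (2 of 36 members, 4 when adjusted over the list alone; list adjusted p = 0.0127, and adjusted p = 0.421 with an estimated correlation). Crh differed by 0.71 at an adjusted p of 0.0237, which did not pass. In the choroid plexus and ependymal list Kl rose by 0.42 (1 of 17 members; list adjusted p = 0.226).

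Markers of several other cell types were lower in CIE at 0 h. Of 17 microglial markers Fcrls and Gpr34 fell, the latter by 0.49 (6 fell when adjusted over the list alone), and the list mean was -0.31 (adjusted p = 1.56e-07, and adjusted p = 0.370 with an estimated correlation). Mural cell markers had a mean of -0.17 with Kcnj8 and Vtn falling by 0.55 and 0.41 (2 of 12, 3 when adjusted over the list alone), endothelial markers one of -0.11 with Kdr and Itm2a falling by 0.40 and 0.31 and the glucose transporter Slc2a1 rising by 0.34 (4 fell and 1 rose of 16 when adjusted over the list alone), and astrocyte markers one of -0.10 with 0 of 16 called. Adjusted p values of these 3 lists were 0.00268, 0.0134 and 0.0181, and the calls were lost (adjusted p = 0.523, 0.610 and 0.610 with an estimated correlation). In the oligodendrocyte list Ugt8a and Nkx6-2 fell by 0.39 and 0.49 (2 of 18) while the list itself was not called (adjusted p = 0.945). Markers of striatal medium spiny neurons, a cell type of the tissue next to the BNST, had a mean of 0.34 with 0 of 13 called (adjusted p = 0.00973, and adjusted p = 0.796 with an estimated correlation).

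Of 21 immediate early genes Fos, Npas4 and Dusp6 fell, by 0.74 (SE 0.14, adjusted p = 0.000587), 0.73 (SE 0.17, adjusted p = 0.00468) and 0.34 (SE 0.073, adjusted p = 0.00280) (5 when adjusted over the list alone; list adjusted p = 0.00358, and adjusted p = 0.50 with an estimated correlation). Bdnf, another gene that activity induces, had a value of -0.14 that did not pass (adjusted p = 0.725). Heat shock genes Hspb1, Chordc1 and Hsph1 fell by 0.49, 0.30 and 0.20 (3 of 19, 10 when adjusted over the list alone), with 6 of 6 CIE mice below every Ctrl mouse on the list mean and an adjusted p of 6.47e-07 (adjusted p = 0.0698 with an estimated correlation). RNA splicing genes Clk1, Sfpq and Clk4 fell by 0.27, 0.24 and 0.24 (3 of 29, 4 when adjusted over the list alone), the chromatin gene Smarce1 by 0.24 on its representative probeset, with both others of opposite sign and not called (1 of 35, 3 when adjusted over the list alone) and the ubiquitin-conjugating enzyme gene Ube2n by 0.27 (1 of 30). These 3 lists had adjusted p values of 0.0393, 0.0274 and 0.0486, none of which held (adjusted p = 0.566, 0.286 and 0.566 with an estimated correlation). P4ha1, a hypoxia-responsive gene, fell by 0.39, and the calcium channel gene Cacna1a by 0.27, in lists that were not called (adjusted p = 0.174 and 0.988). In the hypoxia list 1 other of 19 members was called as higher.

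Further large falls were in Serpinb1a, a protease inhibitor, by 0.98 (SE 0.13, adjusted p = 2.12e-06), Dusp4, a MAP kinase phosphatase, by 0.83 (SE 0.10, adjusted p = 5.35e-07), and Fabp7, a fatty acid binding protein of astrocytes and their precursors, by 0.73 (SE 0.10, adjusted p = 7.31e-06). H2bc21, A230009B12Rik, Depdc7, Rlbp1 and Mcm5 fell by between 0.63 and 0.71. The test was limma's moderated test of CIE minus Ctrl with adjustment over all probesets. Leaving out CIE 0 h replicate 57 brought the count to 689, a fit of only the 2 groups compared gave 287 and 2 residual components as covariates gave 2258. With array medians aligned 540 rose and 522 fell, so no majority of falls is claimed.

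At 8 h of withdrawal Plin4 was still 4.19-fold higher in CIE, at 9.61 ± 0.35 in CIE (SD, n = 6) against 7.54 ± 0.30 in Ctrl (SD, n = 6). Hes5 showed the largest fall of this time, 3.42-fold (log2 change -1.78, SE 0.11), and Nrarp, another gene that Notch signalling induces, fell by 0.77 (SE 0.083, adjusted p = 7.08e-08). Sult1a1, a sulfotransferase, rose by 1.14 (SE 0.11, adjusted p = 1.85e-09) and Sgk1 by 0.87 (SE 0.13, adjusted p = 6.13e-05). The list of endoplasmic reticulum stress genes was called as higher in CIE.

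Glucocorticoid-responsive genes again led: 13 of 26 members rose, 0 fell and 13 did not pass (19 rose when adjusted over the list alone), with a mean log2 change of 0.53 (adjusted p = 2.61e-46, and adjusted p = 0.000247 with an estimated correlation). All 26 had higher means in CIE, and 6 of 6 CIE mice lay above every Ctrl mouse on the list mean. Arrdc2 rose by 1.08 (SE 0.16, adjusted p = 2.72e-05), Cdkn1a by 0.96 (SE 0.13, adjusted p = 1.51e-05), Ddit4, a stress-induced inhibitor of mTOR signalling, by 0.77 (SE 0.11, adjusted p = 1.33e-05) and Tsc22d3 by 0.61 (SE 0.079, adjusted p = 4.38e-06). Fkbp5 and the transcription factor gene Zbtb16 rose by 0.49 and 0.76. The connexin gene Gjb6, which stands in this list and among the astrocyte markers, rose by 0.47 and was the only one of 16 astrocyte markers called; that list had a mean of 0.015, a median of -0.019 and was not called (adjusted p = 0.556).

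Of 22 endoplasmic reticulum stress genes Pdia4 and Manf, both needed for protein folding in that compartment, rose by 0.36 (SE 0.065, adjusted p = 0.000812) and 0.34 (SE 0.048, adjusted p = 2.1e-05), and 7 rose when adjusted over the list alone. The chaperone gene Hspa5 had a log2 difference of 0.22 that did not pass on its representative probeset (adjusted p = 0.0285), while 1 of its 2 other probesets was called as higher. The list mean was 0.14, with 6 of 6 CIE mice above every Ctrl mouse (adjusted p = 5.04e-14, and adjusted p = 0.000701 with an estimated correlation), against -0.037 at 0 h (adjusted p = 0.297). The difference of this list between both times was itself called, at a mean of 0.17 (adjusted p = 0.00120 with an estimated correlation). Both groups contributed to it. From 0 h to 8 h the list mean changed by -0.064 in Ctrl (adjusted p = 6.3e-05, and 0.118 with an estimated correlation). In CIE it changed by 0.11 (adjusted p = 0.000115, and 0.0811 with an estimated correlation). Over the same interval the NRF2 and antioxidant list changed by -0.062 in Ctrl and by 0.016 in CIE. In the NRF2 and antioxidant list the sulfiredoxin gene Srxn1 rose by 0.32 (1 of 18, 4 when adjusted over the list alone; list adjusted p = 0.00358, and adjusted p = 0.122 with an estimated correlation). Psma7, a proteasome subunit, rose by 0.17, a call that passed in 7 of the 46 fits that each left out 1 array (1 of 30; list adjusted p = 0.00268, and adjusted p = 0.327 with an estimated correlation), and Insig1, a brake on cholesterol synthesis, by 0.40 in a list that was not called (adjusted p = 0.468).

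Cebpd and Cebpb rose by 0.59 and 0.28 (the other probeset of Cebpd had the opposite sign and was not called) among 24 NF-kB and cytokine genes (3 when adjusted over the list alone; list adjusted p = 2.92e-05, and adjusted p = 0.191 with an estimated correlation). The antigen presentation and interferon lists, with 0 of 12 and 0 of 28 members called (2 and 0 when adjusted over the list alone), had means of 0.28 and 0.13 (adjusted p = 0.000445 and 0.000618, and adjusted p = 0.566 and 0.736 with an estimated correlation). Dnajb1 fell by 0.21 in the heat shock list (1 of 19, 3 when adjusted over the list alone; list adjusted p = 1.17e-05, and adjusted p = 0.122 with an estimated correlation). The splicing kinase gene Clk1 fell by 0.23 (list adjusted p = 0.465), and the chromatin list, with 0 of 35 called and 2 falling when adjusted over the list alone, had a mean of -0.037 (adjusted p = 0.0412, and adjusted p = 0.327 with an estimated correlation). Fcrls fell by 0.86 (SE 0.080, adjusted p = 1.27e-09) while the microglial list was not called (mean -0.047, adjusted p = 0.681), and the oligodendrocyte precursor receptor Gpr17 fell by 0.50 (SE 0.081, adjusted p = 0.000192) in a list with a mean of 0.0061 (adjusted p = 0.588).

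The other large rises at 8 h were in the matrix gene Fbln5 (0.84, with its other probeset of opposite sign and not called), Gabrr2 (0.79), Cyp1b1 (0.69), Xdh, which makes urate (0.68), and Rhoj (0.67). Fabp7 and Serpinb1a fell again, by 0.63 and 0.60, with Gm266, Mpp4, the peptide transporter gene Slc15a2, the Wnt receptor gene Fzd2, Wfdc18, Gm11627 and Gm11266 between -0.75 and -0.53. Leaving out Ctrl 8 h replicate 42 brought the count from 251 to 162, a fit of the 2 groups alone gave 36, and array weights gave 476. Of the 37 calls at 8 h among the 131 checked pairs, those of Psma7 and Cebpb passed in fewer than 23 of the 46 fits that left out 1 array (7 and 17). Htra1, Txnip, Aox1 and Aass, named further below, were not part of this check.

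**Figure D2:**
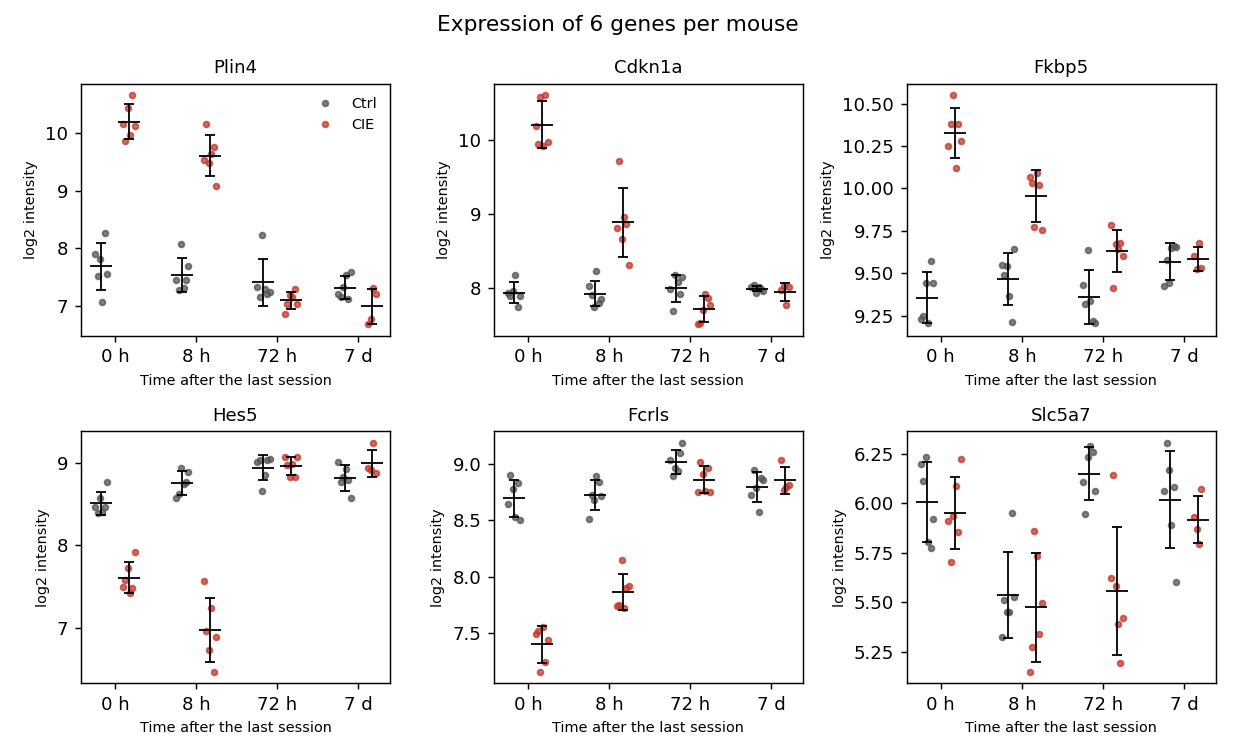
Deposited log2 values (vertical axis) of 6 genes in each mouse at each time after the last session (horizontal axis), with Ctrl and CIE mice in separate colours and the group mean and SD beside the points. Plin4 and Cdkn1a were higher and Hes5 and Fcrls lower in all 6 CIE mice than in any Ctrl mouse at 0 h and 8 h, while Slc5a7 was lower in 5 of 6 CIE mice than in any Ctrl mouse at 72 h.

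Of the 195 probesets called at 72 h, 6 had been called at 0 h and 3 at 8 h. Tmem215 rose 2.32-fold, to 7.13 ± 0.21 in CIE (SD, n = 6) against 5.91 ± 0.45 in Ctrl (SD, n = 6), and Mab21l1 fell 2.44-fold (log2 change -1.29, SE 0.25). Falling genes included Ngfr, the p75 neurotrophin receptor, by 0.92 (SE 0.20, adjusted p = 0.00878), the homeobox genes Lhx8 and Gbx1 by 0.82 (SE 0.16, adjusted p = 0.00505) and 0.91 (SE 0.17, adjusted p = 0.00301), and the choline transporter gene Slc5a7 by 0.59 (SE 0.13, adjusted p = 0.00878). Pnoc, the precursor of nociceptin, rose by 0.86 (SE 0.18, adjusted p = 0.00906). Lists of synaptic and excitability genes were higher and lists of glial markers lower in CIE. With an estimated correlation the synaptic vesicle list alone was still called (adjusted p = 0.0350), and the smallest value of the others was 0.0698.

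Of 36 neuropeptide and receptor genes Pnoc and the oxytocin receptor gene Oxtr rose, the latter by 0.40 (6 when adjusted over the list alone; list mean 0.19). Of 26 glutamate signalling genes Grm8 and Dlgap1 rose by 0.56 (SE 0.10, adjusted p = 0.00259) and 0.41 (SE 0.080, adjusted p = 0.00481) (3 when adjusted over the list alone; list mean 0.14). Among 21 channel genes Kcnj3, Cacna1d and Scn2a rose by 0.56 (SE 0.10, adjusted p = 0.00205), 0.38 (SE 0.060, adjusted p = 0.000601) and 0.22 (SE 0.047, adjusted p = 0.00901) (5 when adjusted over the list alone; list mean 0.12). Syn2, a synapsin, rose by 0.25 (1 of 23 synaptic vesicle genes, 6 when adjusted over the list alone; list mean 0.10). The GABA receptor gene Gabrb2 fell by 0.32 (SE 0.058, adjusted p = 0.00238) while its list of 18 was higher on the mean by 0.11 (3 rose and 1 fell when adjusted over the list alone). On the means of the glutamate, channel, vesicle and GABA lists 6 of 6 CIE mice lay above every Ctrl mouse, and 5 of 6 did for the neuropeptide list. All 5 lists were called, at adjusted p values of 1.17e-05, 3.36e-05, 0.000961, 7.77e-05 and 0.00422 in the order given. With an estimated correlation the vesicle list alone kept its call (adjusted p = 0.0350). The others did not (adjusted p = 0.0698, 0.0698, 0.0698 and 0.176 with an estimated correlation). With fry, which does not compare a list with other genes, all 5 were called, with a largest adjusted p of 0.0117 for the GABA list.

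Glial markers moved with these groups in the opposite direction. Of 17 microglial markers the complement genes C1qb and C1qc fell by 0.51 (SE 0.11, adjusted p = 0.00987) and 0.48 (SE 0.10, adjusted p = 0.00878), calls that passed in 11 and 33 of the 46 fits that left out 1 array, 15 fell when adjusted over the list alone, and all 17 had lower means in CIE. Of 18 oligodendrocyte genes Opalin and Ndrg1 fell by 0.39 (SE 0.084, adjusted p = 0.00901) and 0.31 (SE 0.064, adjusted p = 0.00697), 13 fell when adjusted over the list alone, and all 18 had lower means. Gpr17 fell by 0.48 among 11 precursor markers (4 when adjusted over the list alone) and the astrocyte gene S100b by 0.25 among 16 (2 when adjusted over the list alone). Gfap had a value of -0.50 that did not pass (adjusted p = 0.0912). The means of the microglial, oligodendrocyte, precursor and astrocyte lists were -0.40, -0.26, -0.16 and -0.14 (adjusted p = 1.02e-17, 3.38e-14, 0.000167 and 0.000167), and none held (adjusted p = 0.0698, 0.151, 0.165 and 0.378 with an estimated correlation). With fry, which does not compare a list with other genes, all 4 were called (adjusted p = 0.000905, 0.00369, 0.00417 and 0.0379). On the first 3 of these lists 6 of 6 CIE mice lay below every Ctrl mouse, and 5 of 6 did on the astrocyte list. Against the other Ctrl groups the mean of the 4 glial lists was 0.17 higher in Ctrl at 72 h (SE 0.040), whereas CIE at 72 h differed from the other CIE groups by -0.029 (SE 0.041). Endothelial markers had a mean of -0.10 with 0 of 16 called and 1 falling when adjusted over the list alone (adjusted p = 0.00475, and adjusted p = 0.566 with an estimated correlation).

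The glucocorticoid-responsive list had turned to a mean of -0.17 with 0 of 26 members called (1 fell when adjusted over the list alone; list adjusted p = 2.91e-05, and adjusted p = 0.421 with an estimated correlation). Interferon and NF-kB lists were also called as lower, with means of -0.18 and -0.10 with no member called (adjusted p = 0.000788 and 0.0232, and adjusted p = 0.736 and 0.566 with an estimated correlation). Clock, RNA splicing and chromatin lists had means of 0.093, 0.051 and 0.049 with no member called over all probesets (adjusted p = 0.0470, 0.000961 and 0.00336, and adjusted p = 0.612, 0.311 and 0.115 with an estimated correlation). Ndrg1, which the hypoxia list also holds, was its only called member (list adjusted p = 0.926), and Otx2 rose by 0.73 among 17 choroid plexus markers (list adjusted p = 0.233). Markers of thalamic and hypothalamic neurons had a mean of 0.17 but a median of -0.10, with 0 of 17 called and 5 rising when adjusted over the list alone (adjusted p = 0.280). Striatal markers had a mean of -0.21, with 0 of 13 called, 12 lower means and 3 of 6 CIE mice below every Ctrl mouse (adjusted p = 0.101).

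Among the called genes named at 72 h, 6 of 6 CIE mice lay beyond every Ctrl mouse except for Slc5a7 and Rab3b, with 5 of 6. Other genes that rose at 72 h were Eps8l1 (0.99), the Ras-like gene Rasd1 (0.96), Slitrk6 (0.94), Cpne9, Rreb1, Glipr1, Medag, Arsj, Capsl and Fam90a1b, the last 7 between 0.76 and 0.90. Ctrl means of Arsj, Capsl and Fam90a1b were 4.58, 3.90 and 4.71, below the 25th percentile of every array. A signal above background was not shown for these genes. Grem1, a BMP antagonist, fell by 0.99 (SE 0.16, adjusted p = 0.000710), the morphogen gene Shh by 0.63 (SE 0.14, adjusted p = 0.00885), and Rab3b, AI606473, E330020D12Rik, the chemokine gene Ccl9 and Trak2 by between 0.55 and 0.73. The count depended on single mice: it was 28, 30, 51, 56 and 61 without Ctrl 72 h replicates 68, 44, 52, 16 and 34, it was 35, 38, 41, 83 and 108 without CIE 72 h replicates 3, 35, 71, 63 and 61, and it was 375 without Ctrl 0 h replicate 48. Array weights gave 1151, 2 residual components as covariates 1123, the 2 groups alone 404, and the mean of the other Ctrl groups in place of Ctrl at 72 h, an alternative chosen after seeing the data, 120. Of the 39 calls named at 72 h, 9 passed in fewer than 23 of the 46 fits that left out 1 array: C1qb in 11, Glipr1 and Medag in 12, Rasd1 in 15, Cpne9 and Ccl9 in 19, and Pnoc, Scn2a and Opalin in 22.

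At 7 d no probeset differed between CIE and Ctrl by limma at an adjusted p of 0.01, and the smallest adjusted p was 0.0655. That value belonged to the zinc finger gene Zfp58, at a log2 difference of 0.55 (SE 0.10, 6 Ctrl and 4 CIE mice). Gm10336 (0.42), Fbxl18 (-0.41), 9630013A20Rik (-0.97), the chemokine gene Cxcl3 (0.32), Kctd12b (0.31, of opposite sign on the mean of its probesets), 1700031F10Rik (0.27), Gpr137c (0.19), Zfp949 (0.23) and Rad9b (0.27) had the next smallest p values, with adjusted p between 0.0834 and 0.450. Ctrl means of Cxcl3 and 1700031F10Rik at 7 d were 3.241 and 3.955, below the 25th percentile of every array. A signal above background was not shown for these genes. No member of any list was called. The cholesterol synthesis, glucocorticoid-responsive and RNA splicing lists were called with means of -0.044, -0.044 and 0.036 (adjusted p = 0.00973, 0.0450 and 0.0314), and none of these calls held (adjusted p = 0.566, 0.796 and 0.566 with an estimated correlation). In simulated data with the same spread and group sizes, 67% of probesets changed by 0.5 on the log2 scale at 7 d and 98% of those changed by 1 were called. With the first 2 residual components as covariates 63 probesets were called at 7 d. These covariates lower the residual spread and leave the differences unchanged by construction, so that count is no check of the result. The RNA splicing list was reversed on the mean of all probesets of a gene (adjusted p = 0.879).

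**Figure D3:**
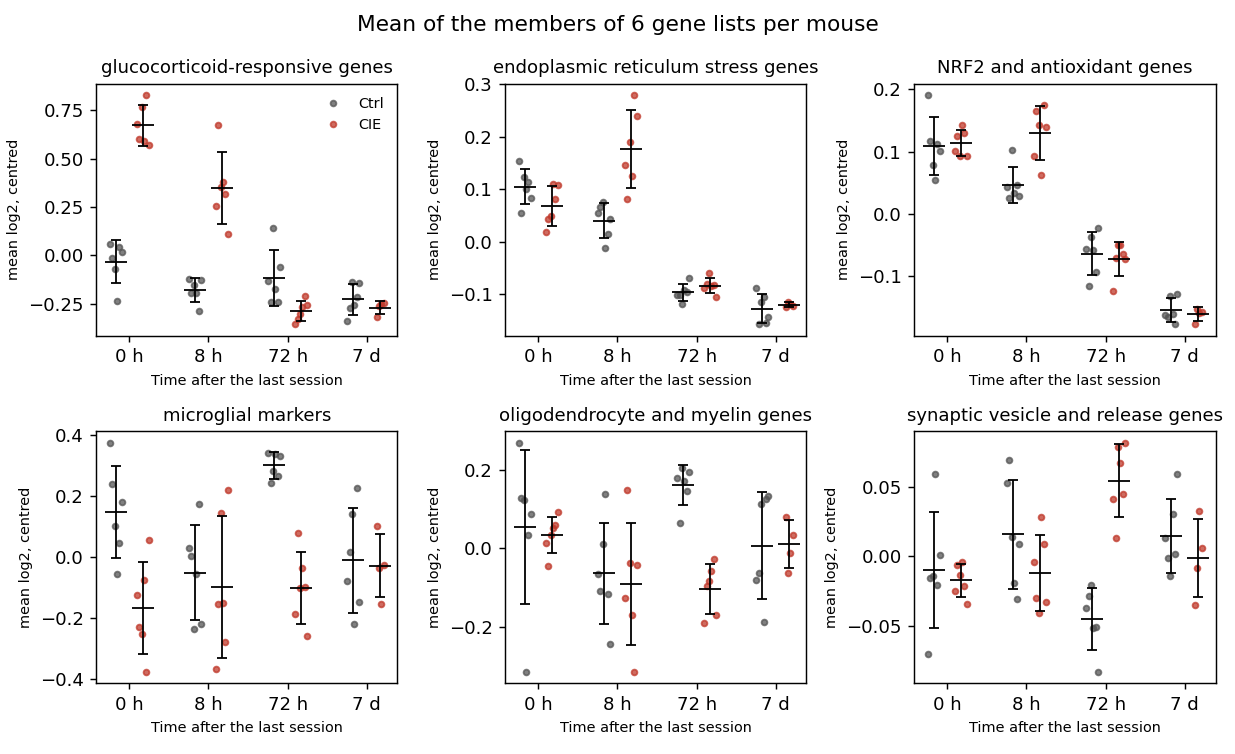
Mean over the genes of each of 6 lists, as log2 value from the mean of all arrays (vertical axis), in each mouse at each time after the last session (horizontal axis), with Ctrl and CIE mice in separate colours and the group mean and SD beside the points. The glucocorticoid-responsive list was higher in all 6 CIE mice than in any Ctrl mouse at 0 h and 8 h, with means of 0.67 and 0.35 in CIE against -0.033 and -0.18 in Ctrl.

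Across times, 0 h and 8 h shared 116 called probesets, 115 of them changed in the same direction, where independent lists of these sizes would share 6.01 (odds ratio 39.1, two-sided Fisher's exact test, p = 9.60e-119, adjusted for the 3 pairs 2.88e-118). Of these 66 rose and 49 fell at both times. With 2 residual components as covariates the overlap was 300. The overlap of 72 h with 0 h was 6 probesets (4.67 for independent lists, Fisher's exact p = 0.477) and with 8 h 3 (1.09, Fisher's exact p = 0.0960), neither of which passed after adjustment (adjusted p = 0.477 and 0.144). The times share no arrays. Across all genes, which are not independent replicates, the log2 changes at 0 h and 8 h correlated at r = 0.44. Those at 0 h and 72 h correlated at 0.090 and those at 8 h and 72 h at -0.016.

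The size of the CIE effect itself changed with time for 467 probesets by the F test of the interaction. Cdkn1a differed by 2.26 at 0 h, 0.96 at 8 h, -0.28 at 72 h and -0.049 at 7 d (adjusted p = 2.96e-12 for the change), the last 2 not called (adjusted p = 0.365 at 72 h). Hmgb2 differed by 1.05 at 0 h and -0.053 at 8 h, the latter not called (adjusted p = 2.74e-09 for the change), and Hes5 by -0.90, -1.78 and 0.019 at 0 h, 8 h and 72 h, the last not called (adjusted p = 1.22e-11 for the change). Htra1, a secreted protease, went from 0.63 and 0.50 at 0 h and 8 h to -0.25 at 72 h, the last not called at 0.01 (adjusted p = 0.0120), and Txnip, an inhibitor of thioredoxin, from 0.83 and 0.54 to -0.23, the last also not called (adjusted p = 0.203; adjusted p for the change = 9.62e-11 and 3.17e-07). The effect at 72 h differed from that at 0 h for 445 probesets and from that at 8 h for 232, and the effect at 8 h differed from that at 0 h for 36. At 7 d it differed from 0 h for 197 and from 8 h for 69, and from 72 h for 0 by limma, with 2542 at an unadjusted p under 0.05. The F test gave 1546 with 2 residual components as covariates, and 221 with 72 h left out, an alternative chosen after seeing the data.

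Ctrl mice collected at different times gave the background of time without ethanol vapor, and it was large: 4921 probesets changed by the F test over the 4 Ctrl groups. Aox1, aldehyde oxidase, had a log2 change in Ctrl from 0 h of -1.25 at 72 h and -1.82 at 7 d (SE 0.087, adjusted p = 3.79e-19 at 7 d), and Gstm1, a glutathione transferase, of -0.58 and -0.84. By 7 d Mgst1 fell by 0.63, the metallothionein gene Mt1 by 0.53, Rida by 0.93, Dmp1 by 1.35, and Aldh7a1 and Aass, both of lysine breakdown, by 0.40 and 0.68. In CIE mice the change of Aox1 from 0 h to 7 d was -1.50 and that of Gstm1 -0.87. Aox1 and Aass were also higher in CIE than in Ctrl at 8 h, by 0.54 and 0.62 (adjusted p = 0.000157 and 3.55e-08), a comparison picked after their values were seen. At 0 h the CIE difference of Aox1 had the opposite sign, at -0.33, and did not pass (adjusted p = 0.0153). That of Aass at 0 h was 0.080 and did not pass either (adjusted p = 0.623).

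As groups, 5 of 18 NRF2 and antioxidant genes fell from 0 h to 7 d in Ctrl and 0 rose (list mean -0.26, adjusted p = 3.11e-11, and adjusted p = 7.33e-05 with an estimated correlation). Of 22 endoplasmic reticulum stress genes 11 fell, among them Sdf2l1 by 1.02 and Manf by 0.53, and 0 rose (list mean -0.23, adjusted p = 1.64e-12, and adjusted p = 0.000941 with an estimated correlation). Both lists were already called as lower at 72 h, with means of -0.17 and -0.20 (adjusted p = 3.83e-06 and 1.87e-06 with an estimated correlation). Interferon-stimulated genes had fallen in 15 of 28 cases by 7 d (list mean -0.54, adjusted p = 3.21e-13, and adjusted p = 0.214 with an estimated correlation). Among tissue markers, the striatal list was higher at 7 d than at 0 h in Ctrl (list mean 0.45, adjusted p = 3.68e-05, and adjusted p = 0.378 with an estimated correlation), while astrocyte markers were lower, with 4 of 16 fallen and 1 risen (list mean -0.16, adjusted p = 0.0147, and adjusted p = 0.445 with an estimated correlation), and thalamic and hypothalamic markers had a mean of -0.34 (adjusted p = 0.147). Between single times, 321 probesets differed in Ctrl at 8 h from 0 h, 78 at 72 h and 1006 at 7 d (136 rose, 870 fell). The F test gave 3231 without Ctrl 7 d replicate 36, 10664 with 2 residual components as covariates and, in a setting chosen after seeing the data, 3620 with these axes subtracted.

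Of the 24 measured genes chosen in advance for their place in stress, clock, immune and BNST biology, 7 were called at some time by their representative probeset and 17 at none, though 1 other probeset of Hspa5 was called at 8 h. Per1 had a log2 difference of 0.24 at 0 h (adjusted p = 0.148), Dbp 0.29 (0.0352), Nr1d1 0.089 (0.605) and Per2 0.14 at 8 h (0.495), none of them called. The cold-inducible RNA-binding gene Cirbp rose at 0 h by 0.31 (SE 0.069, adjusted p = 0.00288). At the time of their smallest p, Penk and Pdyn had differences of 0.20 and 0.35 at 0 h, Mbp of 0.017 at 8 h, and Npy, Crhr1, Gad1, Grin2b and Dnmt3a of 0.28, 0.12, 0.13, 0.28 and 0.084 at 72 h, with adjusted p between 0.151 and 0.922. For Mbp and Dnmt3a the sign turned on the mean of all their probesets. Lists of ethanol metabolism, hypoxia-responsive, choroid plexus, thalamic and blood cell genes were called at no time, with smallest adjusted p values of 0.0913, 0.174, 0.226, 0.280 and 0.468.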

Values the study reported

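The study reported, at a false discovery rate of 0.01 or less in limma, the number of probesets that differed between CIE and Ctrl in the BNST. It was 1079 directly after the last session, 251 after 8 h, 195 after 72 h and 0 after 7 d.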

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

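Of the tests in this part, those that set the 72 h groups against the other times, those of the endothelial and astrocyte lists, the subtraction of residual axes and the count of mice above every Ctrl mouse were chosen after the result was seen.

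The effect of CIE differed between times for 467 probesets by the F test, and between pairs of times for 36 (8 h against 0 h), 445 (72 h against 0 h), 197 (7 d against 0 h), 232 (72 h against 8 h) and 69 (7 d against 8 h). The genes with the smallest adjusted p for this change were Cdkn1a (2.96e-12), Plin4 (2.96e-12), Hes5 (1.22e-11), Fcrls (5.44e-11), Htra1 (9.62e-11), Hmgb2 (2.74e-09), Sult1a1 (5.34e-09), Arrdc2 (1.05e-07), Txnip (3.17e-07) and Ada (6.71e-07). Among the lists whose change between times held with an estimated correlation, the effect on glucocorticoid-responsive genes differed by -0.87 between 72 h and 0 h, -0.75 between 7 d and 0 h, -0.69 between 72 h and 8 h and -0.57 between 7 d and 8 h. For endoplasmic reticulum stress genes it differed by 0.17 between 8 h and 0 h and by -0.13 between 7 d and 8 h. For chromatin modifier genes it differed by 0.096 between 72 h and 0 h and 0.085 between 72 h and 8 h. From 72 h to 7 d it differed by -0.12 for synaptic vesicle genes and by -0.14 for ion channel genes.

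At 72 h, glial lists were lower and synaptic lists higher in CIE than in Ctrl, with 4 glial lists at a mean of -0.24 (SE 0.049), but with an estimated correlation the vesicle list alone was still called (adjusted p = 0.0350, against 0.0698 for microglial, 0.151 for oligodendrocyte, 0.165 for precursor and 0.378 for astrocyte markers, 0.0698 each for glutamate, neuropeptide and ion channel genes and 0.176 for GABA genes). The 4 glial lists were 0.166 higher in Ctrl at 72 h than in the other Ctrl groups (SE 0.040) and -0.029 from the other groups in CIE (SE 0.041), so the glial part may come from Ctrl mice of that time standing apart, which the design does not separate from an effect of time. The synaptic vesicle list was 0.0644 higher in CIE at 72 h than in the other CIE groups (SE 0.014). This argues against the Ctrl mice as the whole source of the vesicle difference. That list was also lower in Ctrl at 72 h than in the other Ctrl groups (-0.052, SE 0.014). In the same comparisons the neuropeptide list differed by -0.10 (SE 0.044) in Ctrl and 0.055 (SE 0.045) in CIE. The glutamate list differed by -0.087 (SE 0.027) in Ctrl and 0.058 (SE 0.027) in CIE. Over 34 arrays of the other times, scores of the risen and the fallen genes correlated at r = -0.829 and rho = -0.694 (permutation p = 1e-05 for each, the smallest that these permutations can give; r = -0.732 without the 2 farthest arrays), against 5th and 95th percentiles of -0.461 and 0.550 in 1000 random sets, which is consistent with a mix of tissue that varies between mice. Against the other groups of the same treatment, thalamic and hypothalamic markers at 72 h differed by 0.29 (SE 0.10) in CIE and 0.066 (SE 0.10) in Ctrl and striatal markers by -0.29 (SE 0.19) and 0.065 (SE 0.18), and a change in the cells themselves after ethanol stays open, since none of these tests separates it from that mix.

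Glucocorticoid-responsive genes were higher in CIE by 0.70 at 0 h and 0.53 at 8 h (SE 0.063). A larger share of vessel or astrocyte tissue would raise the endothelial and astrocyte lists about as much, but their mean changes were -0.11 (SE 0.049) and -0.096 (SE 0.045) at 0 h and 0.0085 (SE 0.049) and 0.0151 (SE 0.045) at 8 h, which argues against it. A few single mice are also excluded as the source, because 12 of 12 CIE mice lay above every Ctrl mouse of their time. A candidate explanation is that glucocorticoid signalling in the BNST was higher at the end of exposure and in early withdrawal; no hormone value was analysed here, and ethanol, withdrawal and stress of intoxication are not separated by the design.

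In Ctrl mice, NRF2 genes were lower at 7 d than at 0 h by a mean of -0.26 (SE 0.018) and endoplasmic reticulum stress genes by -0.23 (SE 0.021). After subtraction of the first 2 residual axes, the first of which held 20.7% of the residual variance, the values were -0.235 (SE 0.014) and -0.24 (SE 0.021), which argues against that axis as the source. Between these groups striatal markers differed by 0.45 (adjusted p = 3.68e-05, and adjusted p = 0.378 with an estimated correlation), astrocyte markers by -0.16 (adjusted p = 0.0147, and 0.445 with an estimated correlation) while thalamic and hypothalamic markers, not called, had a mean change of -0.34 (adjusted p = 0.147), so a difference in the tissue taken stays open. Pyrazole, which Ctrl mice also received, the stay in the chamber and time itself were not varied separately, so no biological explanation was tested.

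Single mice stood far from the rest of their group of 6 for 18 of 402 values tested (4.48%), where chance gives about 1 in 20, and Ctrl 0 h replicate 48 accounted for 4 of them. That mouse was lowest for Itm2a at 11.63 (others 11.94 to 12.03), Serpinb1a at 8.544 (others 9.30 to 9.64), Sgk3 at 9.046 (others 9.30 to 9.44) and Ugt8a at 11.86 (others 12.22 to 12.35). CIE 0 h replicate 17 was highest for Clk4 at 9.983 and Oprk1 at 8.051, and CIE 0 h replicate 19 lowest for Slc2a1 at 11.46. Ctrl 8 h replicate 50 was highest for Ddit4 at 9.834 and for the mean of the NRF2 list at 0.103. CIE 8 h replicate 21 was lowest for Pdia4 at 9.198 and Psma7 at 11.26 and highest for Sult1a1 at 10.34, and CIE 8 h replicate 69 was highest for Dnajb1 at 11.23 and lowest for Sgk1 at 11.99. CIE 72 h replicate 3 was lowest for Gbx1 at 7.053, CIE 72 h replicate 71 lowest for Gpr17 at 9.318, Ctrl 72 h replicate 24 highest for Tmem215 at 6.801 (others 5.54 to 5.89) and Ctrl 7 d replicate 28 highest for Kctd12b at 7.137.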

How the results depend on the processing

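The settings called subtraction of axes, 72 h left out and other Ctrl groups were chosen after seeing the data. No paired analysis was possible because each mouse number in the labels belongs to a single mouse and no number is shared between groups. All 13 results kept within 1.5 times of their count with array medians aligned, quantile normalization repeated and the dimmest 40% of probesets left out, as did the 9 probeset results under trended and robust moderation. With the first 2 residual components as covariates the counts were 2258 at 0 h, 675 at 8 h, 1123 at 72 h, 63 at 7 d, 3865 over all times, 1546 for the change of effect, 10664 for the Ctrl time course and 300 for the overlap of 0 h and 8 h. Components of the residuals are uncorrelated with the groups, so as covariates they lower the residual spread and leave the differences unchanged. These higher counts follow by construction and are no check of robustness. With the first 2 residual axes subtracted the counts were 2247, 782, 889, 1, 3646 over all times, 1558 for the change of effect and 3620 for the Ctrl time course. Array weights gave 970 at 0 h, 476 at 8 h, 1151 at 72 h, 2481 over all times and 942 for the change of effect, so 72 h then had more calls than 0 h. An adjusted p of 0.05 gave 2217, 568, 772 and, at 7 d, 0, with 2886 over all times, 1214 for the change of effect, 10106 for the Ctrl time course and an overlap of 268, by construction of a looser threshold. With 1 probeset per gene, and so fewer probesets tested, 662, 157 and 2150 were called at 0 h, at 8 h and in the Ctrl time course. A fit of only the 2 groups compared, with fewer arrays to estimate the spread, gave 287 and 36 at 0 h and 8 h. It gave 404 at 72 h, more than the 195 of the fit to all arrays and more than at 0 h. The cause of that rise was not tested. With 72 h left out of the F test 221 changed in effect, and against the other Ctrl groups 120 were called at 72 h. Where no construction is named, the cause was not tested. Of the called lists, 1, 2, 1 and 0 held at the 4 times with an estimated correlation. With fry 7 were called at 0 h, 6 at 8 h, 11 at 72 h and 0 at 7 d. Over all times fry kept 24 list calls and ended 19. The mean of all probesets of a gene gave 5 called lists at 7 d. That mean reversed the RNA splicing list at 7 d (adjusted p = 0.879), Mbp at 8 h (-0.019), Dnmt3a at 72 h (-0.10) and Kctd12b at 7 d (-0.099), and the cause was not tested. It ended the call of 19 of the 131 checked pairs of gene and time, array medians aligned that of 3, array weights that of 2, and repeated quantile normalization and trended and robust moderation that of 1 each. Leaving out the dimmest 40% of probesets kept 124 of these 131 calls, with the probesets of the other 7 left out and so not tested, and 10 of the lists at 0 h.

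Leaving out each array in turn gave 689 to 1459 probesets at 0 h, 162 to 290 at 8 h, 28 to 375 at 72 h, 0 to 1 at 7 d, 971 to 1852 over all times, 362 to 619 for the change of effect, 3231 to 6482 for the Ctrl time course and 78 to 132 for the overlap, with 9 to 15, 7 to 9, 15 to 16 and 1 to 5 called lists at 0 h, 8 h, 72 h and 7 d. Of the 131 checked pairs of gene and time 96 to 129 stayed past the threshold and none changed sign. Htra1, Txnip, Aox1 and Aass were not part of this check. Arrays that moved a count by over 1.5 times were CIE 0 h replicate 57 (689 at 0 h), Ctrl 0 h replicate 12 (9 lists at 0 h), Ctrl 8 h replicate 42 (162 at 8 h), Ctrl 0 h replicate 48 (375 at 72 h), Ctrl 72 h replicates 16, 34, 44, 52 and 68 (56, 61, 30, 51 and 28 at 72 h), CIE 72 h replicates 3, 35, 61, 63 and 71 (35, 38, 108, 83 and 41 at 72 h) and Ctrl 7 d replicate 36 (3231 in the Ctrl time course). At 7 d these were Ctrl 7 d replicate 70 and CIE 7 d replicate 27 (1 probeset each), Ctrl 7 d replicates 28 and 46 and CIE 7 d replicate 45 (1 list each) and Ctrl 7 d replicates 36 and 62 (5 lists each). The arrays limit precision by their number, and signal over background was not used here.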

Other observations

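Of the tests in this part, the comparison of CIE groups with each other was chosen after the data were seen, and the splits of the arrays were planned.

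Within CIE mice, 1458 probesets differed between 8 h and 0 h (846 rose, 612 fell), 2735 between 72 h and 0 h (1642 rose, 1093 fell) and 1122 between 7 d and 0 h (320 rose, 802 fell). From 0 h to 72 h Cdkn1a fell by 2.48 (SE 0.13, adjusted p = 2.25e-17) and Htra1 fell by 0.83 (SE 0.056, adjusted p = 3.32e-14), while Fcrls rose by 1.46 (SE 0.080, adjusted p = 2.25e-17) and Hes5 rose by 1.35 (SE 0.11, adjusted p = 6.55e-12). Of 26 glucocorticoid-responsive genes 9 fell by 8 h, 22 by 72 h and 21 by 7 d and none rose, with list means of -0.32, -0.96 and -0.94 (adjusted p = 0.0321, 2.55e-05 and 2.55e-05 with an estimated correlation).

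In CIE 4 of 19 heat shock genes rose from 0 h to 8 h, with a list mean of 0.16 (adjusted p = 0.0358 with an estimated correlation). The rise in Ctrl was similar, with 2 of 19 and a list mean of 0.14 (adjusted p = 4.74e-05, and adjusted p = 0.169 with an estimated correlation), and the effect of CIE on this list was not called as different between these times (mean 0.022, adjusted p = 0.129). By 7 d 18 of 28 interferon-stimulated genes fell, with a mean of -0.72 (adjusted p = 0.0437 with an estimated correlation), and 9 of 12 antigen presentation genes, with a mean of -0.84 (adjusted p = 0.0659 with an estimated correlation), against means of -0.54 and -0.52 in Ctrl (adjusted p = 0.214 and 0.279 with an estimated correlation). No difference between CIE and Ctrl is claimed for these falls of the interferon and antigen presentation lists. Endoplasmic reticulum stress genes fell in 9 of 22 cases and NRF2 genes in 5 of 18 by 7 d, with means of -0.19 and -0.28 (adjusted p = 0.00371 and 8.95e-05 with an estimated correlation). Chromatin modifier genes rose in 7 of 35 cases by 72 h, with a mean of 0.10 (adjusted p = 0.0231 with an estimated correlation), against a mean of 0.0079 in Ctrl (adjusted p = 0.511).

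In 100 splits of the arrays into groups of the same sizes, the real one included, 1 split, the real one, gave as many probesets as were called at 0 h (1079, highest other 35), at 8 h (251, highest other 17), over all times (1280, highest other 2), for the change of effect (467, highest other 1) and for the Ctrl time course (4921, highest other 1258), so chance can be excluded for these counts. At 72 h also 1 split, the real one, gave as many (195, highest other 186), but the margin is narrow. With so narrow a margin, chance is not firmly excluded there. Without 1 of 10 single arrays of that time the real count lay between 28 and 108. The splits were not repeated without these arrays, so those counts cannot be compared with the 186 and say nothing about chance. At 7 d the real count was 0 (limma, with 2226 at an unadjusted p under 0.05), which each of the 100 splits reaches by construction (highest other 2), so the splits say nothing about chance there.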
